A study of Rattus norvegicus with 8 samples. Its data were reported in "Striatal miR-183-5p inhibits methamphetamine-induced locomotion by regulating glucocorticoid receptor signaling" (2022).

How the data were processed

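Small RNA was sequenced from the striatum of 8 rats, with 4 rats in the saline group and 4 rats in the methamphetamine (METH) group. Groups were taken from the treatment given for each rat in the sample labels. Each rat gave 1 library. Rats are numbered 1 to 4 within each group in the order of their sample labels, which share no number between the groups.

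The authors purified a small RNA fraction on a gel and prepared libraries with a kit that adds unique molecular identifiers (UMIs), which are short tags that mark each starting molecule. The authors then trimmed adapters with Cutadapt, aligned reads to the rat assembly rn6 with STAR and counted reads per mature miRNA with featureCounts. The deposited values are these raw counts, which are whole numbers with no normalization. No step that merges reads with the same UMI is stated, and neither the miRNA annotation release nor the rule for reads with several alignments is stated. If no such merging was done, reads copied by PCR are counted more than once. Reads of closely related miRNAs could have been split or shared between them.

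The table held 752 mature miRNAs, of which 90 had no count in any library. Total counts ranged from 12929302 to 27632443 per library. Low-count miRNAs were removed with the filterByExpr function of edgeR at its default minimum count of 10, which left 507 miRNAs. These held nearly all counts in each library.

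Library sizes were scaled with trimmed mean of M-values (TMM) factors. The METH group was compared with the saline group using the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the 507 miRNAs. The threshold was an adjusted p of 0.05. A second count used the criteria of the study, namely an adjusted p under 0.05, a change of at least 1.5-fold and an average log2 CPM above 1, where CPM is the count scaled to a common library size with the TMM factor. Per-rat log2 CPM values were computed with a prior count of 2. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic as the absolute log2 fold change divided by the square root of F. Groups of miRNAs were tested with fry and camera of limma 3.58.1. The fry function estimates the correlation between members from the data, and camera was run with a preset correlation of 0.01. Single values were compared by a two-sided exact permutation test over all 70 assignments of 8 rats to groups of 4, which allows a smallest p of 0.0286.

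The comparisons, the named miRNAs and 10 lists of marker miRNAs were fixed before the data were examined. The text names miR-183-5p and each tested member of the miR-183 cluster and the miR-200 family. It also names the 3 other miRNAs with the smallest p in each direction. This number was set for when fewer than 3 pass the adjusted threshold. Also named are 8 miRNAs linked in advance to drugs of abuse, the glucocorticoid receptor or neuronal activity. The last are the 5 miRNAs with the highest mean count. The lists were the miR-183 cluster, the miR-200 family, erythrocyte, leukocyte, choroid plexus, pituitary, other epithelia, hindbrain and spinal cord, oligodendrocyte and neuron. A rat gene table of the assembly GRCr8 was used only for gene names, the number of genes per miRNA and the order of neighbouring genes, because the reads had been aligned to rn6.

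The test was checked on counts simulated from the means, library sizes and dispersions of these data. With 200 miRNAs changed 4-fold, 193 of the 198 that were tested were called, at 8 false calls. With 8 miRNAs changed 16-fold at the common dispersion, 8 were called, at 2 false calls. The common dispersion was 0.156, whereas the tested members of the miR-183 cluster and the miR-200 family had dispersions of 0.41 to 1.01. This simulation therefore does not show how often changes in those members would be called. In 20 simulated data sets with no change, the quasi-likelihood test made a call in 1 data set, the exact test of edgeR in 7, the likelihood ratio test in 7 and the Wald test of DESeq2 1.42.0 in 11.

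Alternatives covered 4 other scalings, 2 other filters, DESeq2, the edgeR exact and likelihood ratio tests, a robust dispersion fit, limma voom with sample quality weights, the rat number as a block, and leaving out each library in turn. Libraries thinned to the smallest total, halving of even-only counts, and the exact test without the filter were added after the data had been seen. Another version of the quasi-likelihood fit was used in a first run. It became an alternative when the main fit was changed to the edgeR default, and both versions gave 0 calls.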

Results

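To examine miRNA expression after METH self-administration, small RNA sequencing counts were obtained from the striatum of 4 saline rats and 4 METH self-administered rats. In self-administration, a rat receives the drug, here methamphetamine, through its own responses. The striatum is a forebrain region involved in reward and movement. The total miRNA count was 23723310 ± 3685779 (SD, n = 4) in the saline group and 20038456 ± 5398971 (SD, n = 4) in the METH group. This difference was not told apart from a random assignment of rats to groups (two-sided exact permutation test, p = 0.286). The smallest library was that of METH rat 1, with 12929302 counts, and the largest was that of saline rat 3, with 27632443 counts. Without METH rat 1, the difference between group means shrank from -3684854 to -1315137 counts.

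The number of detected miRNAs was 610 ± 6.95 (SD, n = 4) in the saline group and 602 ± 8.42 (SD, n = 4) in the METH group (exact permutation test, p = 0.200). The most abundant miRNA was miR-124-3p, which took 24.4 ± 10.1% of counts (SD, n = 4) in the saline group and 21.5 ± 10.6% (SD, n = 4) in the METH group (exact permutation test, p = 0.714). Pearson correlations of log2 CPM across miRNAs, which are not independent replicates, ranged from 0.979 to 0.993 between pairs of saline libraries and from 0.951 to 0.987 between pairs of METH libraries. The first principal component held 42.0% of the variance, and METH rat 4 lay at -21.5 on it, while the other 7 libraries lay between -2.83 and 7.29.

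The first comparison asked which miRNAs differed between METH and saline. Of the 507 miRNAs tested, 0 had an adjusted p under 0.05 in the quasi-likelihood test of edgeR. At an unadjusted p under 0.05 there were 28 miRNAs, 14 higher and 14 lower in the METH group, where 25.4 are expected by chance. A change of at least 1.5-fold was seen for 85 miRNAs, of which 42 were higher and 43 lower. The criteria of the study were met by 0 miRNAs. The choice of test moved this result most. The exact test of edgeR without the low-count filter, an alternative added after the data were seen, called 10 miRNAs. Without METH rat 1, the quasi-likelihood test called 5 miRNAs, and 54 had an unadjusted p under 0.05.

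The study followed up miR-183-5p. Its level was 7.17 ± 2.68 CPM (SD, n = 4) in the saline group and 137 ± 137 CPM (SD, n = 4) in the METH group. The log2 fold change was 4.26 ± 0.85 (SE), with an adjusted p of 0.117 in the quasi-likelihood test of edgeR. Counts of miR-183-5p in saline rats 1 to 4 were 187, 88, 275 and 166. In METH rats 1 to 4 they were 192, 1136, 7972 and 2609. All 4 METH rats had a higher CPM than every saline rat, which gave the smallest p that the exact permutation test allows (p = 0.0286). Adjusted over the 8 tested members of the miR-183 cluster and the miR-200 family, this permutation p was 0.0571. Across the other tests, scalings, filters and depths with all 8 libraries, the adjusted p of miR-183-5p ranged from 7.5e-07 with DESeq2 to 0.139 with thinned libraries. With 1 library left out it ranged from 0.00437 without METH rat 1 to 0.482 without saline rat 2.

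The miR-183 cluster comprises miR-183, miR-96 and miR-182, whose genes lie next to each other on GRCr8 in the order Mir182, Mir96 and Mir183. Coordinates on rn6 were not analysed here. Besides miR-183-5p, the tested members were miR-182 and miR-96-5p. The level of miR-182 was 8.72 ± 2.15 CPM (SD, n = 4) in the saline group and 108 ± 106 CPM (SD, n = 4) in the METH group, a log2 fold change of 3.63 ± 0.75 (SE). For miR-96-5p the levels were 6.06 ± 0.57 CPM (SD, n = 4) and 72.1 ± 76.3 CPM (SD, n = 4), a log2 fold change of 3.57 ± 0.73 (SE). Both had an adjusted p of 0.117 in the edgeR test, and both were higher in all 4 METH rats than in every saline rat. The median log2 fold change of the 3 members was 3.63. In the fry rotation test of limma, p was 0.0318. After adjustment over the full set of marker lists it was 0.318. The calls of the study on these libraries included miR-183-5p and miR-182, so the test of this cluster is not independent evidence. The fry p exceeded 0.05 in 6 of the 8 fits that each left out 1 library, with the highest value, 0.0695, without METH rat 4.

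The miR-200 family, which the study names in connection with cocaine, was tested next. Mir200a and Mir200b are neighbours on GRCr8, Mir3548 separates Mir429 from Mir200a, and Mir3575 separates Mir141 from Mir200c. The log2 fold changes were 4.54 for miR-429, 4.55 for miR-200b-3p, 4.30 for miR-200a-3p, 3.05 for miR-200c-3p and 2.98 for miR-141-3p. Adjusted p-values ranged from 0.347 to 0.559 in the edgeR test. Members of this family have related sequences, so their separate values are uncertain where counting could share reads. The level of miR-429 was 9.22 ± 4.23 CPM (SD, n = 4) in the saline group and 214 ± 319 CPM (SD, n = 4) in the METH group. Its counts in METH rats 1 to 4 were 442, 2544, 17005 and 216, against 74 to 337 in the saline rats. In CPM with the TMM factor, METH rat 4 was above every saline rat for miR-429 but not for the other 4 members. For miR-429 it was at 12.97 CPM, against 12.29 CPM in saline rat 3. This order rested on the low TMM factor of METH rat 4, 0.766. Its 216 counts were a smaller share of its total of 21740305 than the 337 of 27632443 counts in saline rat 3. The family median log2 fold change was 4.30, with a fry p of 0.129, and 0.647 after adjustment over the 10 lists. Without METH rat 3, the median was 2.34. The camera test, which presets the correlation, gave p = 1.1e-11 for the cluster and 5.3e-08 for the family. Under fry, only the cluster had an unadjusted p under 0.05, and neither passed after adjustment over the lists.

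**Figure D1:**
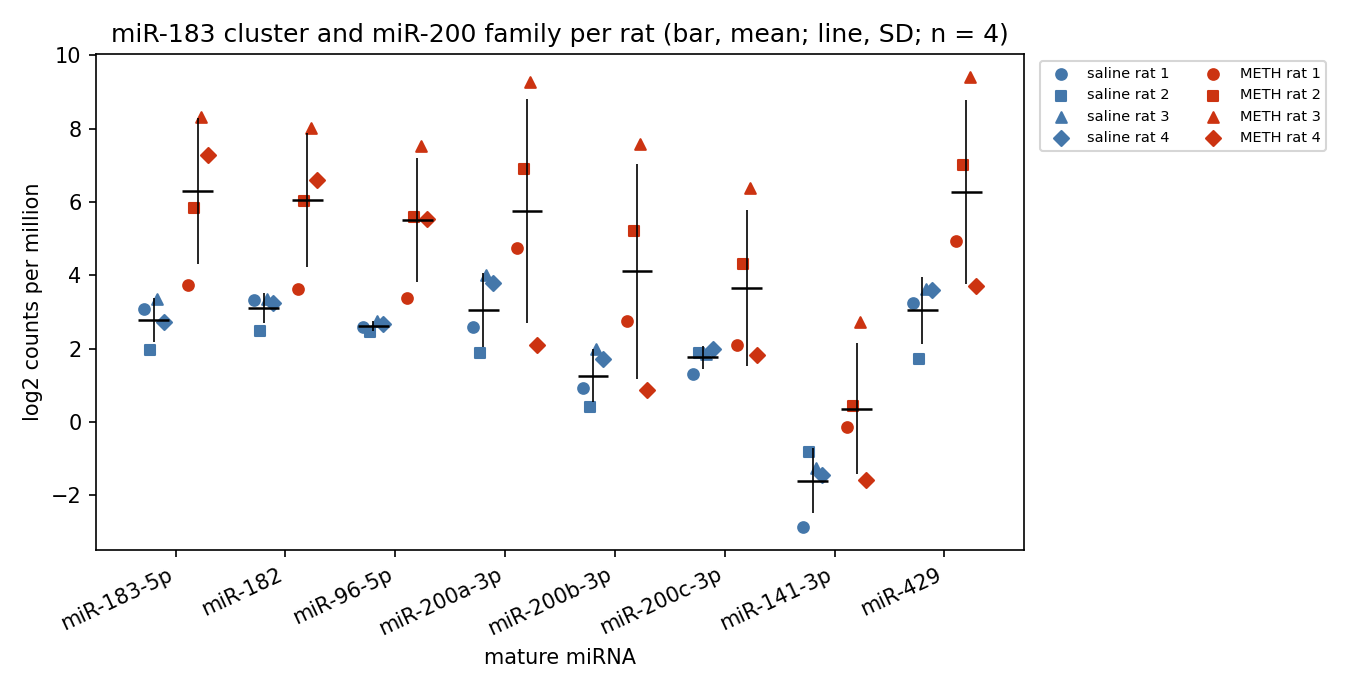
Log2 CPM (vertical axis) of the tested miR-183 cluster and miR-200 family members (horizontal axis) in each of 4 saline and 4 METH rats. Horizontal bars are means and vertical lines are SD; METH rat 3 is the highest point for each of the 8 miRNAs, and METH rat 4 is high for the miR-183 cluster but near the saline rats for the miR-200 family.

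**Figure D2:**
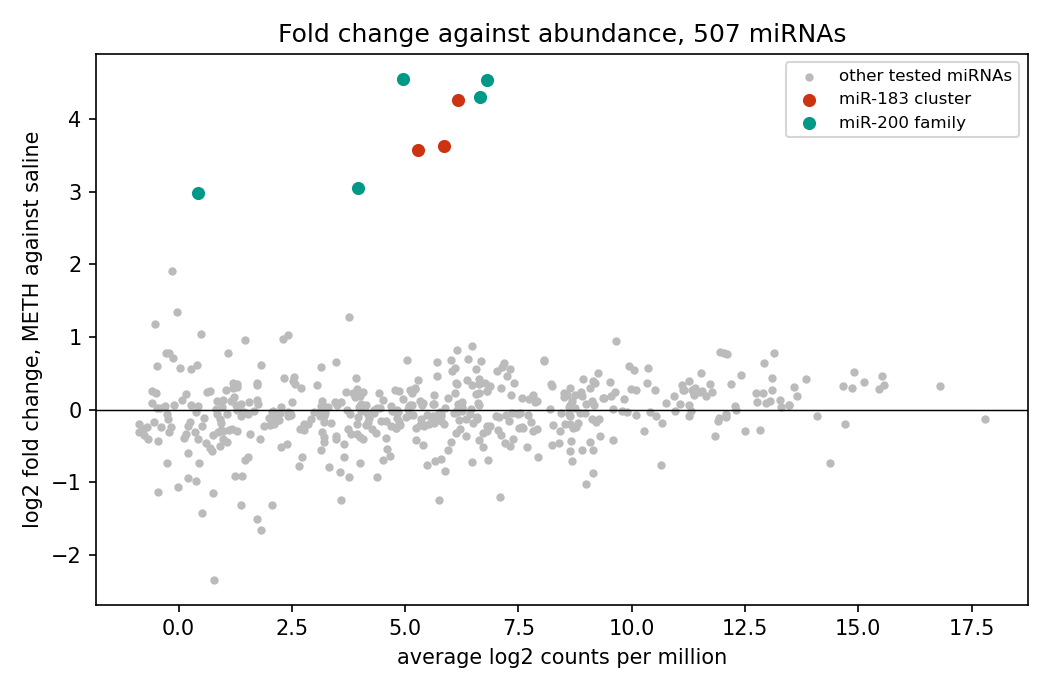
Log2 fold change of METH against saline (vertical axis) plotted against average log2 CPM (horizontal axis), with 1 point for each of 507 tested miRNAs. The 8 coloured points, from 2.98 to 4.55, are the miR-183 cluster and the miR-200 family and lie above the other points.

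Outside the cluster and the family, the smallest p-values among higher miRNAs belonged to miR-365-5p, miR-1843b-3p and miR-1949, with log2 fold changes of 1.34, 1.02 and 1.91. Among lower miRNAs they belonged to miR-370-3p, let-7c-1-3p and miR-188-5p, with log2 fold changes of -0.85, -1.06 and -1.32. Adjusted p-values of these 6 miRNAs ranged from 0.559 to 0.670 in the edgeR test, so none passed the threshold. Of the 6, miR-1843b-3p was higher in all 4 METH rats than in every saline rat, and let-7c-1-3p and miR-188-5p were lower in all 4, each at the smallest p that the exact permutation test allows (p = 0.0286), unadjusted.

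The 8 miRNAs linked in advance to drugs of abuse, the glucocorticoid receptor or neuronal activity were examined as a list. Those with an adjusted p under 0.05 numbered 0 over all miRNAs tested and 0 when adjusted over the list alone. The list-adjusted values ranged from 0.387 to 0.807 in the edgeR test. Log2 fold changes were -0.13 for miR-124-3p, 0.47 for miR-181a-5p, 0.36 for miR-146a-5p, -0.92 for miR-142-3p, 0.13 for miR-132-3p, 0.78 for miR-132-5p, 0.27 for miR-212-3p and -1.02 for miR-212-5p. The directions of miR-124-3p, miR-132-3p and miR-212-5p changed under some settings. Of the 5 most abundant miRNAs, those outside this list were miR-9a-5p, let-7c-5p and miR-26a-5p, with log2 fold changes of 0.32, 0.34 and 0.28. Without METH rat 4 these became negative for miR-9a-5p and let-7c-5p.

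Both arms of a precursor come from 1 transcript, so their changes were compared. Over 174 precursors with both arms tested, the Pearson correlation of log2 fold changes was 0.185 and the Spearman correlation was 0.141. The arms changed in the same direction in 54.6% of precursors. No precursor of the cluster or the family had both arms tested. These values are across precursors, which are not independent replicates.

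The other 8 marker lists gave median log2 fold changes of 0.55 for erythrocyte, -0.06 for leukocyte, -0.11 for choroid plexus, 0.29 for pituitary, 0.16 for other epithelia, -0.01 for hindbrain and spinal cord, -0.21 for oligodendrocyte and 0.04 for neuron. Their fry p-values ranged from 0.372 to 0.884 and were 0.884 after adjustment over the 10 lists.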

Values the study reported

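According to the study, 7 miRNAs were higher in METH rats than in saline rats by sequencing. Its criteria were an FDR below 0.05, at least a 1.5-fold change and a logCPM over 1. Its methods instead give an absolute log2 fold change above 1.5. When these 7 were measured again by qRT-PCR, miR-183-5p and miR-182 were again higher. In other rats, the study reported higher striatal miR-183-5p by qRT-PCR after repeated METH injections, but no change after a single injection.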

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

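The tests in this part were chosen after the results had been seen. Among 80 groups of 4 rats examined for a rat far from the other 3, there were 3 such groups, which involved 2 rats, where chance alone gives about 4. Chance is therefore enough to account for their number.

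Saline rat 2 had a low level of miR-182, at 2.49 log2 CPM, against 3.23 to 3.35 in the other saline rats. This rat was also the lowest saline rat for miR-183-5p, miR-200a-3p, miR-200b-3p and miR-429, at 3.78, 3.56, 1.24 and 3.18 CPM. By contrast, this rat was the highest saline rat for miR-141-3p, at 0.472 CPM. For miR-200c-3p it was at 3.56 CPM, above saline rat 1 at 2.38 CPM. Its library had the smallest saline total, 20228340 counts, against 20949812 in saline rat 1. Depth was examined in several ways for this rat, and the last was to thin all libraries to the smallest total. In each of 100 thinnings this rat was still the lowest, but the median gap to the nearest saline rat was 0.779 of the range, against 0.858 as deposited, and it was past the limit for a rat apart in 33 thinnings. Library depth therefore cannot be told apart from other causes. No biological explanation was tested, because the rats of the saline group are not distinguished by the design.

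METH rat 4 was apart from the other METH rats for miR-188-5p, at -0.97 log2 CPM, and for miR-132-5p, at 13.4 log2 CPM. The tables argue against the TMM scaling. With library totals in its place, the gap to the nearest METH rat was still at least 0.911 of the whole range for both. The count of miR-188-5p in this rat was 7, so its value is imprecise. METH rat 4 differed from the other libraries in many miRNAs. No biological explanation was tested for miR-188-5p and miR-132-5p in particular.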

How the results depend on the processing

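The count of miRNAs with an adjusted p under 0.05 was 0 with each of the 4 other scalings, both other filters, the robust fit and limma voom. At an unadjusted p under 0.05, these settings gave between 16 and 58 miRNAs. The count of calls was also 0 with thinned libraries and with halved even-only counts, both chosen after seeing the data. It was 0 as well with the quasi-likelihood version of the first run, where the adjusted p of miR-183-5p was 0.105. With the DESeq2 Wald test there were 8 calls, and 7 miRNAs met the study criteria. The edgeR exact test made 6 calls, and 6 met the criteria. The edgeR likelihood ratio test made 7 calls, and 7 met the criteria. The exact test without the low-count filter, chosen after seeing the data, made 10 calls, and 7 met the criteria. Each of these calls was higher in METH and belonged to the miR-183 cluster or the miR-200 family, and the 6 miRNAs of the exact test were shared by all of these tests. The log2 fold change of miR-183-5p was 4.30 with an adjusted p of 7.5e-07 in DESeq2, 4.26 with 2.4e-04 in the exact test and 4.26 with 1.6e-04 in the likelihood ratio test, whereas the quasi-likelihood adjusted p was 0.117. In simulated data without change, these 3 tests made calls more often than the quasi-likelihood test. The most calls in any of 20 such data sets were 2 for the exact test, 2 for the likelihood ratio test and 3 for DESeq2. These are fewer than the calls made here, but the simulation drew each miRNA independently. The calls here belonged to miRNAs that rose together, so the simulation cannot show how often such joint calls arise without a group effect. Among all splits of the 8 real libraries into groups of 4, the most calls were 17, 17 and 32 in the same order of tests. In the quasi-likelihood fit, a log2 fold change over 1.5 in place of the 1.5-fold criterion, with or without the logCPM limit, could only give 0 miRNAs, because 0 passed the adjusted p.

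Across the 8 fits that each left out 1 library, the number of calls ranged from 0 to 5 and the number meeting the study criteria from 0 to 3. At an unadjusted p under 0.05, these fits gave between 25 and 54 miRNAs, the most without METH rat 1. The calls came only without METH rat 1. They were miR-182, miR-96-5p, miR-183-5p and miR-183-3p, which were higher, and miR-301a-5p, which was lower. The last of these and miR-183-3p were named after their values were seen. The log2 fold change of miR-183-5p ranged from 3.33 to 4.64 in these fits, and its adjusted p from 0.00437 without METH rat 1 to 0.482. The median of the miR-183 cluster ranged from 2.67 to 3.97, and its fry p from 0.00527 to 0.0695. It stayed under 0.05 only without METH rat 1 or METH rat 3. The median of the miR-200 family ranged from 2.34 without METH rat 3 to 4.66, with a fry p from 0.0529 to 0.210. The difference in total count ranged from -5623988 to -1315137 counts.

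The median of the miR-183 cluster was between 3.10 and 3.66 in the other settings, with a p under 0.05 in each. The miR-200 family was also under this threshold with limma voom and sample quality weights, where the median was 3.72 and the fry p was 0.00998. Its camera p was 5.3e-08 at a median of 4.30, with the correlation preset to 0.01. The cause was not tested for either. No value could be given for the fry tests under DESeq2, the exact test, the likelihood ratio test or the robust fit, because these do not change the set test.

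The replicate block gave 0 calls and a log2 fold change of 3.71 for miR-183-5p, with an adjusted p of 0.560. Rats with the same number share only their place in the order of the sample labels, so this block rests on an arbitrary pairing. The correlations of their deviations from the group means were -0.34, -0.15, -0.15 and -0.36.

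The median log2 fold change over all miRNAs moved little with the scaling. That median was -0.02 with TMM, -0.12 with library totals and 0.08 with upper quartile factors. The quasi-likelihood adjusted p of miR-183-5p moved more, from 0.117 with TMM to 0.0518 with upper quartile factors. With the remaining scalings it was between 0.0815 and 0.110. The preset list had 0 calls in each of the 9 settings tried for it, and the marker lists had 0 in each of 3. The arm correlation was 0.115 when at least 10 counts were required in every library. Leaving out the precursors of the cluster and the family removed no tested pair, so that setting says nothing.

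For the other named miRNAs, 351 of 377 values in other settings and 181 of 192 values with a library left out kept their direction and side of the threshold. Those that passed the threshold, 24 and 2 respectively, belonged to the cluster or the family. Several directions reversed, and the cause was not tested. With library totals, miR-132-3p was at -0.10, which lay above the median of -0.12 over all miRNAs in that setting. With voom, miR-212-5p was at 0.074, against -1.02 in the quasi-likelihood fit. In the fits that each left out 1 library, miR-212-5p ranged from -1.55 to 0.19, with the reversal without saline rat 1. The range of miR-124-3p was from -0.46 to 0.11, with reversals without saline rat 3, saline rat 4 or METH rat 4. For miR-132-3p it was from -0.14 to 0.74, with reversals without saline rat 3, saline rat 4 or METH rat 3. Without METH rat 4, miR-9a-5p reached -0.0042 and let-7c-5p reached -0.078, while their highest values were 0.44 and 0.49.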

Other observations

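All tests in this part were chosen after the results had been seen, so each explanation is a hypothesis. The number of miRNAs meeting the study criteria here was 0. That is lower than the value quoted from the study above. It was 7 with the edgeR likelihood ratio test, with DESeq2 and with the exact test without the low-count filter, so it depended on the choice of test. The 8 rats can be split into groups of 4 in 35 ways. All 35 splits gave at least as many calls as the real one under the quasi-likelihood test, and all 35 gave at least as many miRNAs meeting the study criteria, since the real split gave 0. With the exact test, which made 6 calls, 3 of the 35 splits gave as many, and the highest number was 17. For DESeq2 and the likelihood ratio test it was also 3 of 35. A fry p as small as that of the miR-183 cluster came from 1 of the 35 splits, the real one. For the miR-200 family it came from 3 of the 35. The calls of the study on these libraries included members of both sets, so neither is independent evidence.

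The miR-183 cluster and the miR-200 family rose together in some METH rats. Compared with the saline mean, the cluster gained 13.7, 149, 741 and 277 CPM in METH rats 1 to 4. The family gained 43.3, 281 and 1562 CPM in METH rats 1 to 3, whereas in METH rat 4 its change was -2.58 CPM. For the 7 more abundant members, the gain in METH rat 3 was between 4.19 and 6.29 times that in METH rat 2. The remaining tested member, miR-141-3p, had a low level and gained 0.98 and 6.26 CPM in METH rats 2 and 3. The tables argue against library depth, since the medians were 3.61 and 4.31 with all libraries thinned to the smallest total. They also argue against the scaling, with lowest medians of 3.47 and 4.23 over 4 other scalings. Reads shared between family members would leave the second arms of the precursors unchanged. However, 4 of 6 second arms had higher raw counts in METH rats 2 and 3 than in every saline library. They were those of miR-183, miR-200a, miR-200b and miR-141. The second arms of miR-96 and miR-200c had at most 2 counts in any library, and none was examined for miR-182 or miR-429. Shared reads therefore stay open for these. In METH rat 4, a single source that brings the cluster and the family in the ratio of METH rats 2 and 3 would have raised the family, whose change there was -2.58 CPM. General scatter of METH rat 4 cannot be told apart from other causes of its cluster rise. Although 0 of 10000 random lists of 3 miRNAs rose as much in that rat, the calls of the study on these libraries included members of the cluster.

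A candidate explanation for the rise of the miR-200 family in METH rats 2 and 3 is RNA from other tissue or cells, for example from a difference in dissection. This cannot be told apart from an effect of METH for the lists tested, because the share that such cells would need is unknown and members of some lists moved both ways. For choroid plexus tissue or cells, 1 of 7 list members lay above every saline library in METH rat 2 and 0 in METH rat 3. For pituitary tissue or cells, 1 of 5 did so in each of the 2 rats. For erythrocyte tissue or cells, 0 of 3 did so in METH rat 2 and 1 of 3 in METH rat 3. For other epithelia tissue or cells, 1 of 5 did so in METH rat 2 and 3 of 5 in METH rat 3. The tested members of these lists passed the filter in this striatal tissue. The saline level of miR-204-5p, a choroid plexus marker, was 2988.5 ± 333.8 CPM (SD, n = 4). That of miR-375-3p, a pituitary marker, was 206.8 ± 28.8 CPM (SD, n = 4). In METH rats 2 and 3, the change of miR-204-5p was -170 and -190 CPM, which is within its saline SD. The change of miR-375-3p in these rats was -77.9 and -36.6 CPM. Of markers with a low level in saline rats, the change there was -0.13 and 0.67 CPM for miR-211-5p of the choroid plexus list. In the erythrocyte list it was -1.84 and -1.20 CPM for miR-144-3p but 0.60 and 0.62 CPM for miR-451-3p. For miR-203a-3p of the other epithelia list it was -1.85 and 0.47 CPM. In METH rat 3, by contrast, miR-192-5p, miR-194-5p and miR-31a-5p of the other epithelia list gained 65.3, 114 and 96.9 CPM, and in METH rat 2 their changes lay between -23.7 and 33.0 CPM. An effect of METH on the miR-183 cluster stays open as well. It was present in all 4 METH rats, although METH rat 1 was only 1.84 times the saline mean for miR-183-5p.

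METH rat 4 was apart from the other libraries. With library totals in place of TMM, 219 of 507 miRNAs were over 2-fold away from the saline mean in this rat, against at most 39 in the other METH rats, which argues against the scaling as the cause. Its total of 21740305 counts lay inside the range of the others. A lower share of neurons would raise the markers of other cells alike. The median change of the erythrocyte list lay 2.57 log2 units above that of the oligodendrocyte list in this rat, but the oligodendrocyte members went both ways, from -1.86 for miR-219a-5p to 1.09 for miR-219a-2-3p. Neither this nor choroid plexus, erythrocyte or pituitary material, with median list changes of 0.24, 1.72 and 1.23 on the log2 scale, can be told apart from other causes, because each rests on 1 library.

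The counts of 28 miRNAs were even in all 8 libraries, where 2.16 of the 554 miRNAs with a count in every library are expected by chance. For miR-542-5p and miR-542-3p, named after their values were seen, all counts were divisible by 3. The gene table argues against counting each read at every copy of a miRNA, since 23 of the 28 have 1 gene on GRCr8. Copies on rn6, or repeated entries in the annotation the authors used, were not analysed here. With these counts halved, the number of calls was still 0.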
